A study of Xenopus laevis with 15 samples.

How the data were processed

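The libraries were made from total RNA of pooled Xenobots with a stranded protocol that depletes ribosomal RNA, and were sequenced as single-end reads of 75 nt, per the labels. Groups and replicate numbers were taken from the sample titles. The 15 samples form 5 groups of 3, namely Ctrl before stimulus, embryo extract at 0 h and 4 h, and ATP at 0 h and 4 h.

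The authors deposited a table of expected counts per gene, made with RSEM per the file headers. The aligner, its version, the genome build and the annotation are not stated in the labels or headers, so no coordinates are given here. Expected counts need not be whole, since RSEM divides a read that fits more than 1 gene among them, and 69.1% of the values were whole. Xenopus laevis has 2 subgenomes, and the .L and .S endings of the gene symbols name the copies (homeologs). Where such copies share sequence, the split of reads between them is uncertain. The authors also deposited a table of log2 CPM adjusted for surrogate variables, per the file name, for 28009 genes. How many surrogate variables were removed, with which tool, and how its genes were filtered is not stated. It was used only as an alternative, because the main test needs counts. No column of other samples with values was present (0 columns).

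Expected counts were rounded to whole numbers. Genes were filtered with edgeR's filterByExpr, which left 24052 genes, and scaled with TMM factors. The main test was edgeR 4.0.16 (R 4.3.3), with the quasi-likelihood fit (robust) and 1 coefficient per group over all 15 libraries, so that the groups share an estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p-value under 0.05 was called. Fold changes use edgeR's prior count of 0.125, and log2 CPM a prior count of 2. Standard errors are the log2 fold change divided by the square root of the test's F value. Each of the 4 stimulated groups was compared with Ctrl. The other contrasts were 4 h against 0 h within each stimulus and averaged over both, extract against ATP at each time, the interaction of stimulus and time, and an overall test of any difference. The tests were two-sided unless a side is named.

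The 6 lists of genes were fixed before the data were examined, as were the main tests and most alternatives. The lists hold immediate early genes, heat shock and stress genes, purinergic signalling, motile cilia, ion channels and transmitter receptors, and blastula transcripts. They were matched by symbol without the homeolog ending and tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 24 tests. Ribosomal and long non-coding RNA genes were identified from a RefSeq gene table of the assembly Xenopus_laevis_v10.1, to which 40076 of the gene symbols matched. The similarity of the stimuli is the Pearson correlation of log2 fold changes across genes, set against 20 simulations of unchanged groups with the same controls.

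Genes named in the text follow a rule fixed before the data were examined. In each comparison with Ctrl these are the 3 genes with the largest change in each direction, and in the other comparisons the 2. Only genes with an adjusted p-value under 0.05, a mean of at least 1 CPM over all libraries and no overlap between the groups qualify. To these come the 3 smallest p-values of the overall test and, for each fixed list, up to 4 genes with an adjusted p-value under 0.05 over the list alone. Genes named beyond this rule were chosen after their values were seen, because the counts were small. These are znf703.L, znf703.S, jun.S, ier5l.L, dll1.S, irx2.S, rhob.L and zfp36l1.S in the averaged test, jun.L and znf703.L in the overall test, nr4a1.L and jun.L in the immediate early list at extract 4 h, nr4a2.S and klf2.S at ATP 0 h, nr4a2.S, rhob.L and zfp36l1.S at ATP 4 h, ier5l.S in the tests of time, and the genes with the smallest adjusted p-value of a comparison without calls. The genes of direct differences between the stimuli were also chosen after their values were seen.

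Replicate numbers come from the sample titles and recur in each group. Deviations of log2 CPM from the group means were correlated between same-numbered libraries of different groups. In 5 of the 10 pairs of groups each of the 3 correlations was above 0.1, from 0.158 to 0.494. These were Ctrl with extract 0 h, ATP 0 h and ATP 4 h, and ATP 0 h with extract 0 h and ATP 4 h, and the numbers were taken to pair the samples there. In each of the other pairs of groups the lowest correlation was 0.0621 or less. Pairing is not excluded there, since the column headers number the libraries in blocks by replicate, and each block holds every group. The main test left the replicate number out in all comparisons.

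The alternatives were the replicate number as a block, surrogate variables from sva 3.50.0 as covariates (their number by its permutation-based method with a limit of 3, which gave 3), DESeq2 1.42.0, limma-voom, RLE size factors, no filter on low counts, and a filter of at least 1 CPM in 3 libraries. Further ones were homeologs summed, genes with 1% or more of a library left out before normalization, an adjusted p-value threshold of 0.1, each library left out in turn, and only the 6 libraries compared. For the lists they were fry, an estimated correlation, the block, the CPM filter and leaving out libraries. Added after the data were seen were 1 or 2 surrogate variables, limma (trend, robust) on the authors' adjusted table and on unadjusted log2 CPM of the same genes, and extract 4 h replicates 1 and 2 summed. The closing part gives their effects.

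The depth ranged from 12583039 to 20325075 expected counts per library, and 8.32 M to 14.95 M lay outside ribosomal RNA. The main test was tested on simulated data, with counts drawn from the real means and spread and 200 genes changed in the ATP 0 h group. For the comparison of ATP 0 h with Ctrl, over 23717 genes, the edgeR test recovered 81.0% of the genes changed 2-fold and 98.0% of those changed 4-fold, and 4.28% of its calls were unchanged genes. Changed genes were drawn from those with at least 5 CPM, so lower genes are recovered less often. Each gene was drawn independently, without variation shared across a library. With fewer than 200 changed genes the Benjamini-Hochberg threshold is also stricter. The shares recovered therefore need not hold for the real libraries. There nr4a1.L, changed 2.43-fold at a mean of 17.5 CPM, had an edgeR adjusted p-value of 0.0667 and was not called.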

Results

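Gene expression was measured by RNA sequencing in Xenobots, which are small self-moving constructs that form from explanted ectoderm (animal caps) of Xenopus laevis embryos. The explants developed for 7 days at 14 °C, and each library came from a pool of 50 Xenobots. The 15 libraries fell into 5 groups of 3. The control group (Ctrl) was collected before any stimulus. The extract groups were collected immediately (0 h) or 4 h after exposure to an extract of 3 homogenised blastula embryos, added at 10 µL per 14 mL of medium. The ATP groups were collected at the same times after exposure to 250 µM ATP. An unstimulated group at 4 h was not analysed here, so a change between 0 h and 4 h holds both the time elapsed and any effect of the stimulus. The series concerns the transcriptional side of memory in such constructs, so the comparisons ask what changed directly after a stimulus and what differed 4 h later.

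The total expected count per library ranged from 12583039 to 20325075. Ribosomal RNA genes took 20.1% to 43.3% of each library, and the single most abundant gene took 9.79% to 20.7%. Counts outside ribosomal RNA ranged from 8.32 M to 14.95 M per library, which is the depth behind the comparisons below. The total count was 16.5 M ± 3.45 (SD, n = 3) in Ctrl and 17.5 M ± 1.48 (SD, n = 3) in the ATP 0 h group. The means of the other groups lay between 15.1 M and 16.3 M. After filtering, 24052 genes were tested. The common biological coefficient of variation between replicates was 0.189.

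The first principal component of log2 CPM held 23.0% of the variance and the second 21.2%. Of the spread along the first component, 40.2% lay between groups and 5.11% between replicate numbers. Of the spread along the second, 35.1% lay between groups and 57.1% between replicate numbers. Random labels also give such shares, and larger ones for the groups, which are more numerous than the replicate numbers. The shares were not tested against random labels, so those between groups do not show a group effect. The range of each group along the first component overlapped that of Ctrl. Replicates 1 and 2 of the extract 4 h group were the closest replicate pair, with a Pearson correlation of log2 CPM of 0.986 across genes, which are not independent replicates. Their counts still differed by more than sampling noise, with 8.17% of genes past the 5% level of a chi-square test, so they were kept as 2 samples. The 14 other replicate pairs had 21.1% to 40.5%. The excess argues only against 1 library given as 2 samples. Libraries from 1 pool of RNA would not be independent replicates, and this was not excluded. With their counts summed, and so fewer samples, the test averaged over both stimuli called 3 genes in place of 14.

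**Figure D1:**
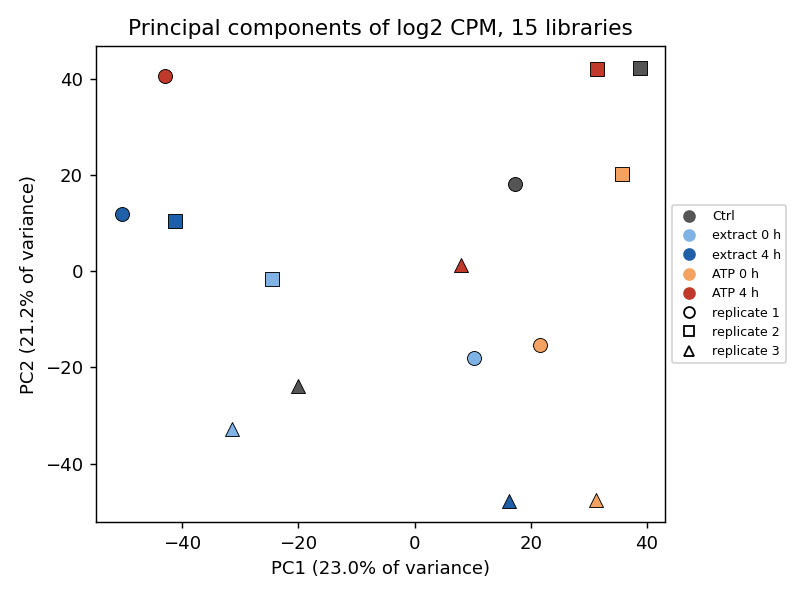
Principal component scores of the 15 libraries from log2 CPM, with PC1 (23.0% of variance) on the x axis and PC2 (21.2%) on the y axis. Colours mark the 5 groups, symbols mark the replicate number, and the range of each group along PC1 overlaps that of Ctrl.

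An overall test asked whether a gene differed anywhere among the 5 groups. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 5 genes had an adjusted p-value under 0.05, namely fos.L, ier5l.S, nr4a1.L, znf703.L and jun.L. An unadjusted p-value under 0.05 was reached by 1558 genes, where 1203 are expected by chance. As many genes did so in 25 of 100 regroupings of the libraries, so a random grouping could give this number. The same 1203 applies to the main test of each comparison below, and several of them lie under it. The largest departure came from the authors' deposited table of log2 CPM adjusted for surrogate variables, in which limma called 3987 genes. Without extract 4 h replicate 3 the count was 12, and it was at most 2 in each other fit that left out a library.

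The comparison of the extract 0 h group with Ctrl asked for transcripts that differed directly after the embryo extract. No gene had an adjusted p-value under 0.05, and 1089 genes had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.861. The replicate numbers paired these groups, and with the number as a block 5 genes were called, all lower after the extract. The count rose most, to 785, in the authors' surrogate-adjusted table. Of 75 tested genes in a list of immediate early genes, which respond first to many stimuli, 0 genes were called when adjusted over the list alone, with 3 at an unadjusted p-value under 0.05.

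In the extract 4 h group against Ctrl, again no gene was called over all genes, with 1749 genes at an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.184, for rhob.L. Leaving out extract 4 h replicate 3 gave 2 called genes, and DESeq2 gave 13.

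Over the 75 tested genes of a list of immediate early genes, fixed before the data were examined, 6 were called in this comparison when adjusted over the list alone, 5 lower and 1 higher. The 4 smallest p-values were those of rhob.L, ier5l.S, zfp36l1.S and rhob.S, all lower. For rhob.L the level was 53.3 CPM ± 5.07 (SD, n = 3) in Ctrl and 29.7 CPM ± 5.09 (SD, n = 3) in the extract 4 h group, a log2 fold change of -0.84 with a standard error of 0.129. For ier5l.S the level was 27.2 CPM ± 0.925 (SD, n = 3) and 18.4 CPM ± 2.69 (SD, n = 3), a log2 fold change of -0.56 with a standard error of 0.111. The edgeR p-values adjusted over the list alone were 0.000641 for rhob.L and 0.00522 for ier5l.S, and the 3 libraries of each group did not overlap. The log2 fold changes of zfp36l1.S and rhob.S were -0.41 and -0.76, each with a p-value adjusted over the list alone of 0.0194. Of the 6 fits that left out a library, zfp36l1.S was called in 2 and rhob.S in 3, and both reached 0.108 without extract 4 h replicate 1. Over 20 alternatives the edgeR, DESeq2 or limma p-value adjusted over the list alone ranged from 0.000244 to 0.108 for zfp36l1.S and from 2.84e-06 to 0.108 for rhob.S. The other 2 genes were nr4a1.L, higher with a log2 fold change of 0.75, and jun.L, lower with a log2 fold change of -0.48. The edgeR p-value adjusted over the list alone was 0.0242 for each. When a library was left out, nr4a1.L was called in 2 of 6 fits (0.144 without Ctrl replicate 2) and jun.L in 1 of 6 (0.108 without extract 4 h replicate 1).

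In the ATP 0 h group against Ctrl no gene passed the threshold over all genes, and 861 genes had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0667, for fos.S. The replicate numbers paired these groups, and 1 gene was called with the number as a block. Leaving out ATP 0 h replicate 1 gave 1 called gene, and DESeq2 gave 5.

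Adjusted over the list alone, 6 immediate early genes were called in the ATP 0 h group. For fos.L the level was 3.23 CPM ± 0.548 (SD, n = 3) in Ctrl and 9.11 CPM ± 1.64 (SD, n = 3) after ATP, a log2 fold change of 1.49 with a standard error of 0.226. For fos.S it was 3.40 CPM ± 0.773 (SD, n = 3) and 10.8 CPM ± 3.68 (SD, n = 3), a log2 fold change of 1.67 with a standard error of 0.253. For nr4a1.L it was 9.56 CPM ± 1.81 (SD, n = 3) and 23.1 CPM ± 6.08 (SD, n = 3), a log2 fold change of 1.28 with a standard error of 0.196. The edgeR p-value adjusted over the list alone was 0.000208 for each of these 3 genes, and their adjusted p-value over all genes was 0.0667. The homeolog nr4a1.S had a log2 fold change of 1.35 and a p-value of 0.0046 over the list alone. In all 4 genes each ATP 0 h library lay above each Ctrl library, and all 4 were called in each of the 6 fits that left out a library. The other genes, nr4a2.S and klf2.S, were higher too and were called in 3 of the 6 fits each, with 0.126 for nr4a2.S without Ctrl replicate 2 and 0.183 for klf2.S without ATP 0 h replicate 2. Counts of fos.L were between 33 and 189 per library in these groups, so its level rests on few reads.

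In the ATP 4 h group against Ctrl, 1 gene was called over all genes by edgeR. This was nr4a1.L, at 26.9 CPM ± 3.51 (SD, n = 3) against 9.56 CPM ± 1.81 (SD, n = 3), with a log2 fold change of 1.50, a standard error of 0.195 and an adjusted p-value of 0.0299. An unadjusted p-value under 0.05 was reached by 791 genes. The call of nr4a1.L was kept without ATP 4 h replicate 1 and lost in the other 5 of the 6 fits that left out a library, which called 0 genes each. Over 20 alternatives its adjusted p-value ranged from 5.21e-08 to 0.227 and its log2 fold change from 1.34 to 1.60. With counts of .L and .S homeologs summed, no gene was called, with 597 genes at an unadjusted p-value under 0.05. Over the list alone 7 immediate early genes were called. Among them nr4a1.S was higher (log2 fold change 1.57), and ier5l.S and jun.L were lower (log2 fold changes -0.63 and -0.60). Their p-values over the list alone were 0.00142, 0.00142 and 0.00524. These 3 and nr4a1.L were called in each of the 6 fits that left out a library. The other genes held in fewer, namely nr4a2.S, higher, in 4 (0.0594 without Ctrl replicate 2), rhob.L, lower, in 2 (0.174 without ATP 4 h replicate 1) and zfp36l1.S, lower, in 0 (0.17 without Ctrl replicate 2).

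**Figure D2:**
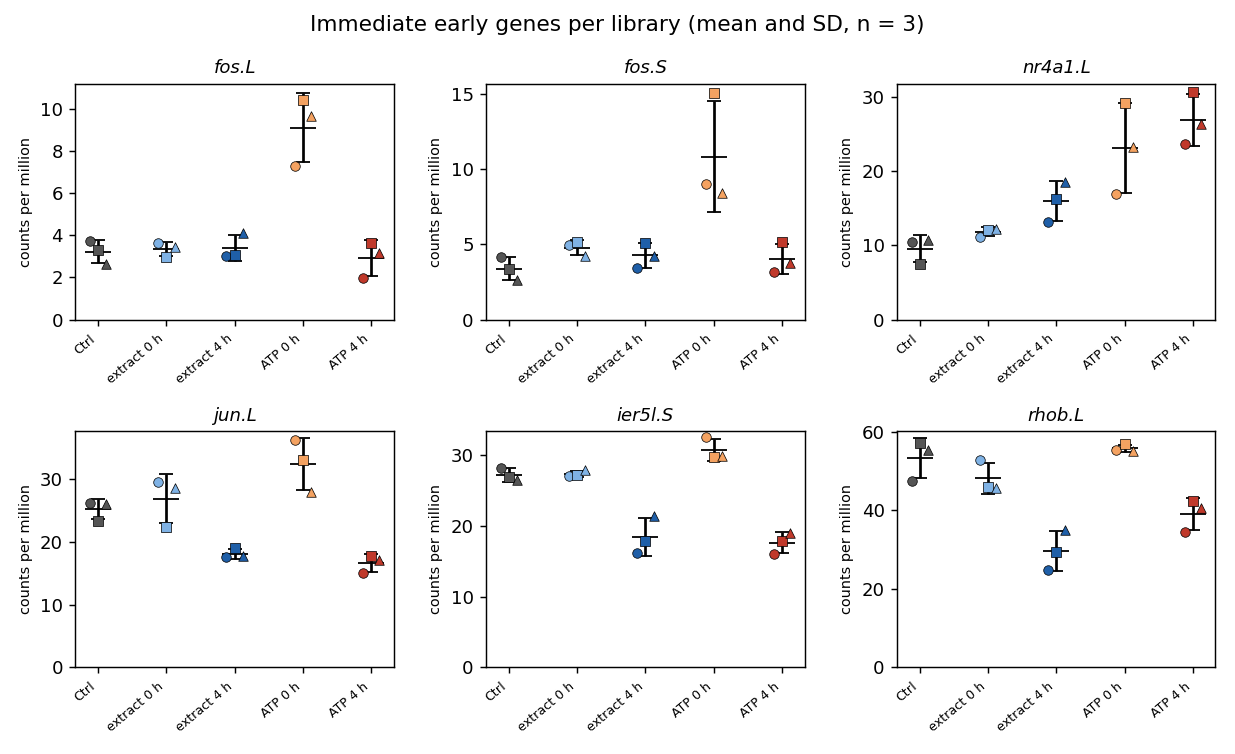
CPM (y axis, from 0) of fos.L, fos.S, nr4a1.L, jun.L, ier5l.S and rhob.L in each library, by group. Points are libraries, with the symbol giving the replicate, and bars are the mean and SD (n = 3). The fos.L mean is 9.11 CPM in the ATP 0 h group and at most 3.40 CPM in the other groups.

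The change from 0 h to 4 h was tested within each stimulus. After ATP, edgeR called 3 genes, all lower at 4 h. The level of fos.L fell from 9.11 CPM ± 1.64 (SD, n = 3) to 2.93 CPM ± 0.864 (SD, n = 3), a log2 fold change of -1.63 with a standard error of 0.227. The level of jun.L fell from 32.4 CPM ± 4.17 (SD, n = 3) to 16.6 CPM ± 1.43 (SD, n = 3), a log2 fold change of -0.96 with a standard error of 0.128. The other gene was ier5l.S, with a log2 fold change of -0.80, and the adjusted p-value of each was 0.0224. Each was lost in at least 5 of the 6 fits that left out a library, and the count was 1 without ATP 0 h replicate 3 and 0 in the other 5 fits. The numbers paired these groups, and with the block 14 genes were called, 5 higher and 9 lower at 4 h. From the 6 libraries of these groups alone no gene was called, with 1838 genes at an unadjusted p-value under 0.05. After the extract, no gene was called between 4 h and 0 h, with 569 genes at an unadjusted p-value under 0.05. Over the immediate early list alone, 20 genes were called after ATP and 7 after the extract, all lower at 4 h. Of these, 9 and 0 were called in each of the 6 fits that left out a library.

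Averaged over both stimuli, 6 libraries at 4 h were compared with 6 at 0 h. In this test 14 genes were called, 2 higher and 12 lower at 4 h, with 2345 genes at an unadjusted p-value under 0.05. The balance of directions depended on the method, with 16 higher and 26 lower with the replicate block, 37 and 45 in DESeq2, 41 and 55 with 3 surrogate variables, and 1317 and 1219 in the authors' table. The higher genes were usp6nl2.L, with a log2 fold change of 0.85, and angptl4.S, with a log2 fold change of 0.52. Among genes without overlap between the times, the largest falls were those of tgif2.L (log2 fold change -0.93) and sox9.S (log2 fold change -0.79). The edgeR adjusted p-values were 0.0443 for usp6nl2.L, 0.0201 for angptl4.S, 0.0282 for tgif2.L and 0.0201 for sox9.S, and no library at 4 h overlapped any at 0 h in these 4 genes. The other genes that fell were ier5l.L, ier5l.S, jun.L, jun.S, rhob.L, zfp36l1.S, znf703.L, znf703.S, dll1.S and irx2.S. Of these, dll1.S fell more than sox9.S (log2 fold change -0.84), but its libraries overlapped. Over the immediate early list alone 12 genes were called, all lower at 4 h, of which 10 were called in each of the 12 fits that left out a library. With 1 library left out, the count was 3 to 11 in 11 of the 12 fits and 37 without extract 4 h replicate 3. These 4 genes were called in 1 to 5 of those 12 fits each.

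The stimuli were also compared directly. At 0 h, no gene differed between extract and ATP over all genes, with 1250 genes at an unadjusted p-value under 0.05. At 4 h, no gene differed, with 1029 genes at an unadjusted p-value under 0.05. The interaction of stimulus and time called no gene, with 330 genes at an unadjusted p-value under 0.05. Over the immediate early list alone, 5 genes differed between extract 0 h and ATP 0 h, all lower after the extract. The most certain was fos.L, with a log2 fold change of -1.44 and an edgeR p-value of 0.000903 adjusted over the list alone, against 0.289 over all genes. At 4 h no gene of the list differed over the list alone, with 4 at an unadjusted p-value under 0.05.

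**Figure D3:**
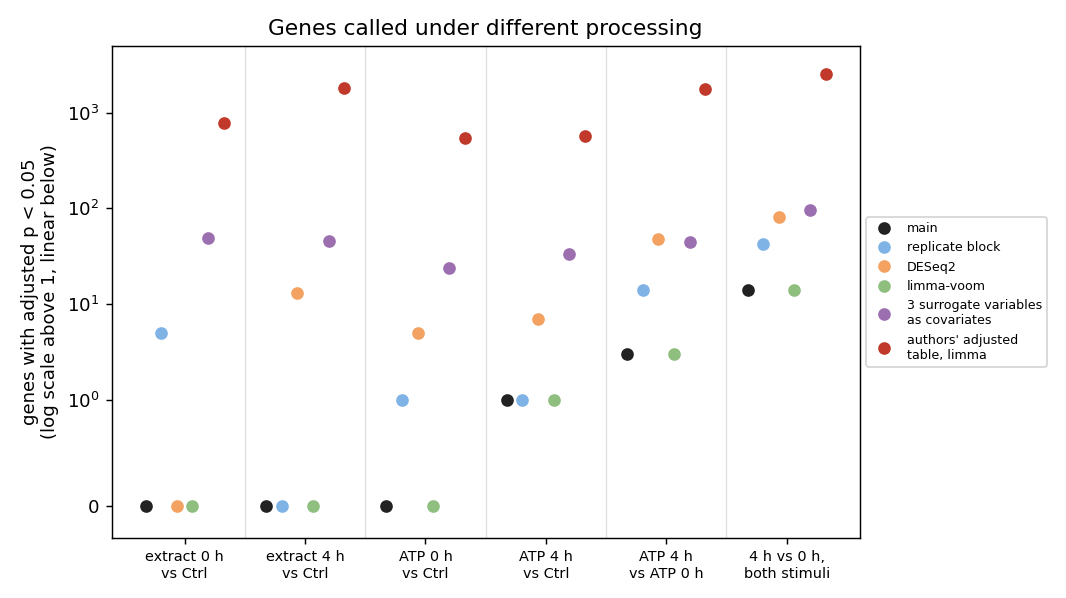
Number of genes with an adjusted p-value under 0.05 (y axis, logarithmic above 1 and linear below) in 6 comparisons under 6 ways of processing, with 1 point each. The authors' surrogate-adjusted table gives 539 to 2536 genes, and the edgeR test used throughout gives 0 to 14.

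The log2 fold changes of the 2 stimuli against Ctrl were correlated across the tested genes, which are not independent replicates. The Pearson correlation was 0.480 at 0 h and 0.412 at 4 h. Both comparisons use the same Ctrl libraries, so simulated unchanged groups gave a mean of 0.492 at 0 h and 0.496 at 4 h, with ranges of 0.472 to 0.525 and 0.461 to 0.523. The observed value at 0 h lay inside the simulated range and that at 4 h below it. The simulated genes varied independently, without variation shared across a library, so the simulated ranges are too narrow for these libraries. Regrouped libraries gave 0.113 to 0.752 at 4 h, and 75 of 100 were as high as observed. The value at 4 h therefore does not show that the stimuli diverged. Without Ctrl replicate 3 the correlation was 0.676 at 0 h and 0.672 at 4 h, and without ATP 4 h replicate 1 it was 0.258 at 4 h.

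The 6 gene lists fixed before the data were examined were tested as sets in the 4 comparisons with Ctrl. With limma's camera at a preset correlation between genes of 0.01, 12 of the 24 tests had an adjusted p-value under 0.05. Over 100 regroupings of the libraries, the real one included, the median was 5 such tests, so single calls can arise without the real groups. Of the 12 calls, 0 held under fry, with 4 tests at an unadjusted p-value under 0.05, and 0 under camera with the correlation estimated from the libraries, with 3 such tests. Without Ctrl replicate 2 the count was 6, of which 5 were among the 12. Immediate early genes were higher in the ATP 0 h group, with a median log2 fold change of 0.18 and 55 of 75 genes higher (camera adjusted p-value 5.53e-10). They were lower in the ATP 4 h group (median log2 fold change -0.06, adjusted p-value 0.0406), and not called in the extract groups (adjusted p-values 0.992 at 0 h and 0.0813 at 4 h). At extract 4 h they were called, as lower, without extract 4 h replicate 3 (0.000655) and without Ctrl replicate 2 (0.014). Motile cilia genes were higher in each comparison, with median log2 fold changes of 0.10 and 0.12 in the extract groups and 0.21 and 0.06 in the ATP groups at 0 h and 4 h. Their adjusted p-values were 0.000799, 0.00222, 4.6e-11 and 0.0435. Heat shock and stress genes were lower in the extract groups (median log2 fold changes -0.08 and -0.12, adjusted p-values 0.0128 and 0.0129) and at ATP 4 h (-0.08, adjusted p-value 0.0406). Genes of purinergic signalling, the system that senses extracellular ATP, were lower in the extract groups (median log2 fold changes -0.15 and -0.27, adjusted p-value 0.0124 for both). They were not called in the ATP groups (adjusted p-values 0.0979 and 0.164), but were without Ctrl replicate 3 (0.00194 and 0.00797). In the extract groups both calls were lost without Ctrl replicate 1 (0.15 and 0.0859) and without Ctrl replicate 2 (0.0758 for both). The call at 0 h was also lost with the CPM filter (0.071), and that at 4 h without extract 4 h replicate 3 (0.0503). Extract and ATP were not shown to differ in this list when compared directly (camera adjusted p-values 0.389 at 0 h and 0.095 at 4 h). Ion channel and transmitter receptor genes were called only at ATP 4 h (median log2 fold change 0.07, adjusted p-value 0.0244), and at extract 4 h without extract 4 h replicate 3 (0.00985). The list of blastula transcripts, the stage from which the extract was made, was called in no comparison, with a smallest adjusted p-value of 0.148, but was called as lower at extract 0 h without extract 0 h replicate 1 (0.034). In the ATP 4 h group the calls of the immediate early, heat shock and cilia lists were lost with the replicate block, at adjusted p-values of 0.0541, 0.051 and 0.0541. Of the 12 calls, 3 held in all 15 fits that left out a library, namely immediate early genes at ATP 0 h and cilia genes at ATP 0 h and extract 0 h. At ATP 4 h the immediate early call held in 10 of 15 (0.914 without ATP 4 h replicate 1), the heat shock call in 12 (0.357 without the same library), the channel call in 12 (0.345, likewise) and the cilia call in 6 (0.626 without ATP 4 h replicate 3). The heat shock calls held in 12 of 15 at extract 0 h (highest 0.0758, without Ctrl replicate 2) and in 12 at extract 4 h (highest 0.0973, without extract 4 h replicate 2). The cilia call at extract 4 h held in 14 (0.287 without extract 4 h replicate 3). Apart from the immediate early list, no single gene of these lists was called when adjusted over the list alone in any comparison with Ctrl, with 0 to 10 genes of a list at an unadjusted p-value under 0.05. The median of each called list kept its sign under 7 settings of scaling, filter and block, the main one included. All settings used the same libraries, and the median over all genes was at most 0.0138 in size. A kept sign therefore says little about whether a list call would recur in other libraries.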

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

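The tests of these results by estimated correlation, by leaving out libraries and by regrouping them were chosen only after the results were seen.

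The responses to the stimuli at 0 h differed in 3 gene lists when extract 0 h was tested against ATP 0 h directly. The immediate early list was lower after the extract (median log2 fold change -0.21, limma camera adjusted p-value 1.43e-08). The heat shock list (median -0.13, adjusted p-value 0.00469) and the motile cilia list (median -0.15, adjusted p-value 0.0179) were lower too. At 4 h the blastula list was lower after the extract than after ATP (median -0.10, adjusted p-value 0.0229). These p-values assume a correlation between genes of 0.01. Estimated from the libraries, the correlation was 0.212, 0.12, 0.207 and 0.0358 in the same order. With it, limma camera gave unadjusted p-values of 0.0777, 0.132, 0.353 and 0.0565, and adjusted p-values from 0.316 to 0.637, so all 4 calls were lost. Under fry the adjusted p-values were 0.3, 0.3, 0.599 and 0.3. This is consistent with genes of a list moving together from library to library, which would give small p-values at a low preset correlation. A response to the stimulus stays open as well, since the groups differ in it. No fit of these list differences used the replicate number as a block, although the numbers paired extract 0 h with ATP 0 h. The estimated correlation therefore does not set apart variation shared by same-numbered libraries.

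Single immediate early genes also differed between extract 0 h and ATP 0 h when adjusted over the list alone, each lower after the extract. The log2 fold changes were -1.44 for fos.L, -0.97 for nr4a1.L, -1.17 for fos.S, -1.20 for klf2.S and -1.09 for nr4a1.S. Their edgeR p-values adjusted over the list alone were 0.000903, 0.00567, 0.0062, 0.0193 and 0.0218. Over all genes the adjusted p-value was 0.289 for fos.L and 0.742 for the others. For fos.L the p-value stayed between 0.000708 and 0.013 in the 6 fits that each left out a library, which argues against 1 replicate as the source of that difference. Without ATP 0 h replicate 2 the p-value was 0.0516 for nr4a1.L, 0.0617 for fos.S and 0.148 for both klf2.S and nr4a1.S, so these calls rest in part on that library. They were under 0.05 in 5, 5, 4 and 2 of the 6 fits. As many as 5 genes of the list came in 1 of 10 splits of these 6 libraries, the real one. A share under 0.1 is not possible with 10 splits. The change of fos.L from 0 h to 4 h also differed between the stimuli (interaction on the log2 scale 1.65, edgeR p-value adjusted over the list alone 0.0103, over all genes 1). Without extract 0 h replicate 2 that p-value was 0.0508, and it was at least 0.00572 in the other fits. As many genes of the list, 1, were called for the interaction in 10 of 100 regroupings of the libraries, the real one included. These regroupings mix the 0 h and 4 h labels within each stimulus separately. A change with time common to both stimuli can then appear as an interaction, so this share cannot decide whether a random grouping gives the interaction. A higher early response to ATP than to the extract stays open as a hypothesis from the same data. With .L and .S copies summed, no gene differed over all genes between extract 0 h and ATP 0 h, with 1022 genes at an unadjusted p-value under 0.05.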

How the results depend on the processing

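The fits with 1 or 2 surrogate variables, with the authors' adjusted table, with the same genes unadjusted and with extract 4 h replicates 1 and 2 summed were chosen after seeing the data, as were the regroupings for surrogate variables, lists, immediate early genes, interaction and similarity.

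Limma-voom, RLE size factors, the CPM filter and leaving out the 11 genes that take 1% or more of a library kept each count of genes within 1.5 times its value. The 380 alternative fits of single genes covered 11 comparisons named from the immediate early list and 7 named over all genes. The other named genes were not followed through all alternatives. The direction was kept in all 380 fits. Of these, 302 kept their side of the threshold and 78 lost the call. Of the 11 comparisons from the immediate early list, 9 were called under every alternative. The exceptions among the 11 were zfp36l1.S (14 of 20) and rhob.S (16 of 20) at extract 4 h. Over the list alone, other named genes were followed only in the fits that left out a library. More calls were lost there, as given above. Of the 7 comparisons over all genes, 0 were called under every alternative.

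The authors' adjusted table with limma gave 785, 1805, 539 and 570 genes for extract 0 h, extract 4 h, ATP 0 h and ATP 4 h against Ctrl. It gave 285 and 1769 for 4 h against 0 h after extract and ATP, 231 and 957 for extract against ATP at 0 h and 4 h, 2536 averaged over both stimuli, 16 for the interaction and 3987 for any difference. With 3 surrogate variables as covariates the counts were 49, 46, 24 and 33 against Ctrl, 15 and 45 for time, 127 for extract against ATP at 4 h, 96 averaged, 1 for the interaction and 241 for any difference. With 2 they were 1, 3 and 8 for extract 4 h, ATP 0 h and ATP 4 h against Ctrl, 2 and 7 for time, 4 for extract against ATP at 4 h, 22 averaged and 15 for any difference. With 1 surrogate variable the averaged count was 5. For ATP 4 h against ATP 0 h it gave 2 genes, 0 of them among the 3 of the main test. For any difference it gave 4, of which 2 were among the 5 of the main test. With 2, the shared genes were 12 of the 14 averaged and 4 of the 5 for any difference. With 3, the 33 genes for ATP 4 h against Ctrl did not include nr4a1.L (edgeR adjusted p-value 0.0508). Unadjusted log2 CPM of the authors' genes gave 1 gene for extract 4 h against Ctrl.

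To see what surrogate variables do to the counts, the libraries were regrouped at random 60 times and 3 variables estimated anew. Removed from log2 CPM, as in a table tested as if nothing had been estimated, they gave 7380 calls over the 8 pairwise comparisons in the real groups. In 17 of 60 regroupings, the real one included, there were as many (median 3933). As covariates of the count model they gave 339 calls, and 4 of 60 gave as many (median 3). Both shares are 0.05 or more, so counts of this size could come from fitting the variables to the libraries and then taking them as known. The difference between the authors' table and log2 CPM had 3 components.

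DESeq2 gave 13, 5 and 7 genes for extract 4 h, ATP 0 h and ATP 4 h against Ctrl, 5 and 48 for time after extract and ATP, 1 and 3 for extract against ATP at 0 h and 4 h, 82 averaged and 149 for any difference. The replicate block gave 5 for extract 0 h against Ctrl, 1 for ATP 0 h against Ctrl, 14 for ATP 4 h against ATP 0 h, 7 for extract against ATP at 4 h, 42 averaged (all 14 shared) and 75 for any difference (all 5 shared). Where the numbers pair the groups, the block changed no other count of genes. No filter on low counts gave 3 for ATP 0 h against Ctrl and 8 for any difference. Summed homeologs gave 1 for ATP 0 h and 0 for ATP 4 h against Ctrl, 7 averaged and 0 for any difference, with 1163 genes at an unadjusted p-value under 0.05 in the last. A threshold of 0.1 gave 3 for ATP 0 h and 2 for ATP 4 h against Ctrl and 22 averaged. With extract 4 h replicates 1 and 2 summed, the counts were 0 for ATP 4 h against Ctrl, 0 for ATP 4 h against ATP 0 h, 3 averaged and 0 for any difference (1069 genes unadjusted), where fewer samples were fitted. From only the 6 libraries compared there was 1 gene for extract 0 h against Ctrl, 0 for ATP 4 h against Ctrl and 0 for ATP 4 h against ATP 0 h, again with fewer samples. For the other alternatives the cause was not tested. Fry and the estimated correlation gave 0 of the 24 list tests, with 4 and 3 at an unadjusted p-value under 0.05.

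Across the fits that each left out a library, the count was 0 to 0 for extract 0 h against Ctrl and 0 to 2 for extract 4 h (2 without extract 4 h replicate 3). It was 0 to 1 for ATP 0 h (1 without ATP 0 h replicate 1) and 0 to 1 for ATP 4 h (1 without ATP 4 h replicate 1). For ATP 4 h against ATP 0 h it was 0 to 1 (1 without ATP 0 h replicate 3), and for extract 4 h against extract 0 h, extract against ATP at both times and the interaction 0 throughout. The averaged count was 3 to 37 and that of any difference 0 to 12, with both maxima without extract 4 h replicate 3. The list count was 6 to 13 (6 without Ctrl replicate 2). The similarity ranged from 0.363 to 0.676 at 0 h and from 0.258 to 0.672 at 4 h, both highest without Ctrl replicate 3, and lowest at 4 h without ATP 4 h replicate 1.

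Other splits of the 6 libraries of a comparison gave as many called genes in 10 of 10 splits wherever the count was 0, the real one included. These are the comparisons of extract 0 h, extract 4 h and ATP 0 h with Ctrl, extract 4 h with extract 0 h, and extract with ATP at both times. Splits with as many genes numbered 2 of 10 for ATP 4 h against Ctrl and 2 of 10 for ATP 4 h against ATP 0 h, and 10 splits cannot give a share under 0.1. Of the 4 splits that part each numbered pair, 1 gave as many in both of these. In extract against ATP at 4 h, the split of extract replicates 1 and 2 and ATP replicate 1 against the rest gave 2591 genes, more than the real one. Of 100 regroupings, 3 gave as many genes averaged over both stimuli, 4 for any difference and 100 for the interaction. Over the immediate early list alone, as many genes came in 1 of 10 splits, the real one, for 4 h against 0 h after extract and after ATP. The share was also 1 of 10 for extract 4 h, ATP 0 h and ATP 4 h against Ctrl and for extract 0 h against ATP 0 h. It was 10 of 10 in the comparisons where the list count was 0. As many came in 4 of 100 regroupings averaged over both stimuli, and in 10 of 100 for the 1 gene of the interaction. Over that list any difference called 15 genes, and 1 of 100 regroupings, the real one, gave as many. As many list calls as 12 came in 4 of 100, where the median was 5 of 24 tests and the highest 13. Single list calls at the preset correlation were therefore common in regrouped libraries, and the share of 4 concerns their number only. As high a similarity came in 55 of 100 at 0 h and 75 of 100 at 4 h, so it is within what regrouped libraries give.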

Other observations

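All tests in this part were chosen only after the result was seen, except that of blastula transcripts in the extract 0 h group.

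Skeletal muscle transcripts differed between libraries. After a few had been seen to vary, 34 other muscle genes, tested from a list of 42 symbols, ranged over 2.53 on the log2 scale between libraries. Their median SD of 0.965 was at the 100th percentile of 10000 random lists of like abundance. The lists of neural, blood, ionocyte, and notochord and endoderm genes were at percentiles 18.4, 84.6, 15.04 and 13.3, with 10, 4, 14 and 5 genes tested. The held-out genes followed those seen, with Pearson r 0.987 over 15 libraries (permutation p-value 1e-05, the smallest the permutations can give, adjusted 8e-05 over 8 relations) and rho 0.957 (permutation p-value 1e-05). Without the 2 farthest libraries r was 0.981, and within replicate numbers 0.985. Abundant members differed in range: myh4.L from 0.984 to 129.7 CPM, mylpf.L from 0.0615 to 24.7 CPM, but pygm.S only from 33.6 to 56.1 CPM. Between groups lay 58.1% of the spread (permutation p-value 0.0556). Each extract 0 h and ATP 0 h library lay below the Ctrl library of the same replicate number. Each ATP 4 h library lay above the Ctrl and ATP 0 h libraries of its number. Extract 0 h and ATP 0 h, also paired by number, differed in both directions. The share between groups was not tested within replicate numbers. Muscle tissue in varying amounts among the pools is a candidate explanation. With the share of ribosomal RNA r was -0.385 (permutation p-value 0.155, rho -0.446, permutation p-value 0.0972), -0.371 without the 2 farthest libraries and -0.276 within replicate numbers. The pair looked at first, at 21.05% and 21.89% of ribosomal RNA, differed by 1.68 in muscle. In all 16 pairs within 2 percentage points the median difference was 0.947, against 0.920 over all 105 pairs. With windows of 1 to 4 points and each library left out the median was at least 0.896, where the share as the whole cause would give at most 0.197. This argues against the ribosomal share as the whole cause, and a part in the spread stays open. An effect of the stimulus on muscle transcripts stays open, and was not tested beyond the share of the spread between groups.

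The share of long non-coding RNA was 2.22% to 2.99% in 5 libraries and 1.07% to 1.62% in the other 10. The most abundant such gene, LOC121402969, alone ranged from 0.527% to 2.06%. Without the 3 most abundant such genes the share was 0.565% to 0.737% against 0.433% to 0.530%, which argues against 1 abundant gene as the whole cause. Outside ribosomal RNA the share of all such genes was 2.96% to 3.79% against 1.62% to 2.57%, so the ribosomal share alone does not account for it. An abundant gene and the ribosomal share acting together were not tested. Shares of 1 total fall against each other, so the relations given are those of the share outside ribosomal RNA. The 8 relations adjusted for include 3 of the share of all counts. The long non-coding share outside ribosomal RNA fell with the share of small nuclear and nucleolar RNA, also outside ribosomal RNA (r -0.706, permutation p-value 0.0018, adjusted 0.0048; rho -0.754, permutation p-value 0.00156), -0.794 without the 2 farthest libraries and -0.714 within replicate numbers. With the total count r was -0.568 (permutation p-value 0.0282, adjusted 0.0451; rho -0.661, permutation p-value 0.00884), -0.405 without the 2 farthest and -0.713 within numbers. With the ribosomal share r was -0.521 (permutation p-value 0.0481, adjusted 0.055; rho -0.414, permutation p-value 0.126), -0.379 and -0.564. Between groups lay 36.3% of the spread of the share of all counts (permutation p-value 0.281). A difference in RNA recovery between samples stays open and was not tested.

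Extract 4 h replicates 1 and 2 were closer to each other than the other replicate pairs. Of 10068 genes with summed counts of 50 to 400, 8.17% were past the 5% level of a chi-square test, against 21.1% to 40.5% in the 14 other pairs. Their ribosomal shares were 20.1% and 28.2%. Both argue against 1 library given as 2 samples. Whether 1 pool of RNA was divided over both libraries was not tested.

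Of the 28009 genes in the authors' adjusted table, 211 had 0 counts in all 15 libraries. This is consistent with a gene filter set on values other than the counts of these libraries.

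The 12 genes lower at 4 h than at 0 h averaged over both stimuli were all, 12 of 12, lower than Ctrl at 4 h under both stimuli, with median log2 fold changes of -0.49 after extract and -0.55 after ATP. At 0 h the medians were 0.10 and 0.18. These genes were chosen for being lower at 4 h, and 1 of them had an unadjusted interaction p-value under 0.05. Time or handling common to both stimuli cannot be told apart from an effect of both, since an unstimulated group at 4 h was not analysed here.

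RNA of the extract carried into the samples would raise blastula transcripts at extract 0 h. Over 69 of 119 genes of that list with under 0.1 CPM in the ATP libraries, the summed level was 2.38 CPM ± 0.586 (SD, n = 3) in Ctrl and 2.14 CPM ± 0.796 (SD, n = 3) at extract 0 h. The ratio was 0.900 (one-sided exact permutation p-value 0.8, smallest possible 0.05). The counts were 117 and 98 in all. What rise 3 libraries against 3 could show at this spread was not tested, so carry-over in small amounts cannot be told apart from none.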
